# m^6^A modifications of circular RNAs in ischemia-induced retinal neovascularization

**DOI:** 10.7150/ijms.79409

**Published:** 2023-01-22

**Authors:** Yedi Zhou, Bingyan Li, Zicong Wang, Wei Tan, Jingling Zou, Haixiang Zhou, Yuting Cai, Jie Liu, Yan He, Shigeo Yoshida, Yun Li

**Keywords:** circRNA, m^6^A, oxygen-induced retinopathy, retinal neovascularization, RNA methylation

## Abstract

Ischemia-induced pathological neovascularization in the retina is a leading cause of blindness in various age groups. The purpose of the current study was to identify the involvement of circular RNAs (circRNAs) methylated by N^6^-methyladenosine (m^6^A), and predict their potential roles in oxygen-induced retinopathy (OIR) in mice. Methylation assessment via microarray analysis indicated that 88 circRNAs were differentially modified by m^6^A methylation, including 56 hyper-methylated circRNAs and 32 hypo-methylated circRNAs. Gene ontology enrichment analysis predicted that the enriched host genes of the hyper-methylated circRNAs were involved in cellular process, cellular anatomical entity, and protein binding. Host genes of the hypo-methylated circRNAs were enriched in the regulation of cellular biosynthetic process, the nucleus, and binding. According to the Kyoto Encyclopedia of Genes and Genomes analysis, those host genes were involved in the pathways of selenocompound metabolism, salivary secretion, and lysine degradation. MeRIP-qPCR verified significant alterations in m^6^A methylation levels of mmu_circRNA_33363, mmu_circRNA_002816, and mmu_circRNA_009692. In conclusion, the study revealed the m^6^A modification alterations in OIR retinas, and the findings above shed light on the potential roles of m^6^A methylation in circRNA regulatory functions in the pathogenesis of ischemia-induced pathological retinal neovascularization.

## Introduction

As the shared pathogenesis of proliferative diabetic retinopathy (PDR), retinopathy of prematurity (ROP), and other retinal vasculopathies, ischemia-induced pathological retinal neovascularization is a common cause of irreversible blindness globally in various age groups 1-3. Therefore, effective intervention has become crucial to reducing the severe vision loss caused by retinal neovascularization.

As the most prevalent mRNA modification in mammals 4, N6‑methyladenosine (m^6^A) RNA methylation exerts potential epigenetic functions in various physiological and pathological processes 5-7. We recently revealed the profiles of altered m^6^A epitranscriptomes of mRNAs and long non-coding RNAs in the retinas of oxygen-induced retinopathy (OIR) 8, a classical mouse model for retinal neovascular diseases 9. Several studies suggested the regulatory roles of m^6^A modifications in retinal neovascular diseases. For example, it has been reported that YTHDF2 induces mRNA instability of ITGB1 in an m^6^A‑dependent manner, and attenuated the development of diabetic retinopathy 10. Yao et al. 11 indicated that the m^6^A writer enzyme METTL3 is a promising strategic target for the treatment of pathological neovascularization. Therefore, the potential role of m^6^A methylation in the pathogenesis of retinal neovascularization is worth exploring.

Circular RNA (circRNA) is a closed RNA that lacks 5' and 3' ends 12. Recent studies have revealed important physiological and pathological functions of circRNAs, and their potential as novel molecular biomarkers and therapeutic targets 13. In the vitreous humour of PDR, a total of 131 circRNAs were dysregulated compared to the controls 14. Besides, Li et al. 15 revealed altered exosomal circRNAs in the serum of PDR. In OIR mouse model, 539 circRNAs were significantly changed in the retinal neovascularization group, indicating the possible involvement of circRNA-associated ceRNA networks 16. Significant alteration of circRNAs in peripheral blood mononuclear cells in premature infants suggests they may also be biomarkers and/or therapeutic targets for ROP 17. Numerous studies have revealed profile alterations in m^6^A-modified circRNAs in many diseases, including cerebral infarction 18, severe acute pancreatitis 19, acute myeloid leukemia 20, and oral squamous cell carcinoma 21. Interestingly, Huang et al. 22 recently demonstrated that circRNA circFAT1 enhanced autophagy and reduced pyroptosis in glucose-stressed retinal pigment epithelial cells, and reported the binding of circFAT1 and m^6^A reader YTHDF2.

To date, m^6^A modification of circRNAs in retinal neovascularization remains unknown, and requires further investigation. In the current study, the epitranscriptomic profile of m^6^A-modified circRNAs was established via microarray analysis in the OIR model in mice, followed by validation with MeRIP-qPCR. The potential functions of those circRNAs with altered m^6^A methylation levels were predicted by further bioinformatics analyses.

## Materials & Methods

### Establishment of OIR mouse model

C57BL/6J mice obtained from the SJA Laboratory Animal Center (Changsha, Hunan, China) were used in the study. The OIR model was established as previously described 8, 9. Pups were exposed to hyperoxic conditions (75%) on postnatal day (P) 7, and moved back to room air at P12. Pups in the control group were exposed to room air continuously. At P17, the retinas of mice in both groups were harvested for use in subsequent experiments. Four retinas from two mice were mixed to constitute one sample, and three samples were assessed for microarray analysis of each group. The animal experiments were in accordance with the ARVO Statement and the procedures have been approved by the Institutional Animal Care and Use Committee of the Second Xiangya Hospital of Central South University.

### RNA extraction and m^6^A immunoprecipitation

Total RNA was extracted from retinal tissues using TRIzol (Invitrogen, Carlsbad, CA, USA), the RNA purity and concentration were determined by a NanoDrop ND-1000 spectrophotometer. Either a Bioanalyzer 2100 or Mops electrophoresis was used to assess RNA integrity.

Total RNA and m^6^A spike-in control mixture was mixed with immunoprecipitation (IP) buffer, added the anti-m^6^A rabbit polyclonal antibody (Synaptic Systems, Goettingen, Germany), and then the preparation was incubated at 4°C for 2 h. For each sample, 20 μL Dynabeads M-280 sheep anti-rabbit IgG suspension (Invitrogen) was used, and the preparation was blocked with 0.5% BSA (4°C, 2 h). After washing, they were resuspended in the prepared mixture containing total RNA and antibody and incubated at 4°C for 2 h. After washing, the enriched RNA was eluted with elution buffer at 50°C for 1 h, and then acid phenol-chloroform and ethanol precipitation were used for RNA extraction.

### Epitranscriptomic microarray analysis of circRNAs

IP and Sup RNAs were digested with RNase R (Epicentre, Inc.) to remove linear RNAs and enrich circRNAs. The Super RNA Labeling Kit (Arraystar, Rockville, MD, USA) was used to label Sup RNAs with Cy3, and IP RNAs with Cy5, and then preparations were purified via the RNeasy Mini Kit. The labeled cRNA mixture was fragmented, hybridized on an m^6^A‑circRNA Epitranscriptomic Microarray slide (Arraystar) following the manufacturer's instructions, and scanned by a microarray scanner G2505C (Agilent Technologies, Santa Clara, CA, USA).

Agilent Feature Extraction software (V11.0.1.1) was used to analyze images of captured array. 

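The array carries 102 probes named as spike-ins, each printed as 3 spots, and these were read as the m6A spike-in RNAs. Their mean log2 intensity in the IP channel was 4.43 ± 0.580 (SD, n = 3) in the RA group and 4.25 ± 0.203 (SD, n = 3) in the OIR group, and in the Sup channel it was 3.57 ± 0.520 (SD, n = 3) and 3.34 ± 0.454 (SD, n = 3), so the groups differed by less than the spread between arrays in both channels. The log2 ratio of IP to Sup over the spike-ins was 0.94, 0.87 and 0.78 on the RA arrays and 0.21, 1.30 and 1.23 on the OIR arrays. Within an array this ratio varied between spike-in probes with an SD of 0.854 to 1.32, which gave a standard error of 0.0846 to 0.131 on the log2 factor applied to that array. In both channels on all 6 arrays, 108 of the 306 spike-in spots were well above background.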

Average of the log2-scaled spike-in RNA intensities were used for normalization of the IP and Sup raw intensities. m^6^A quantities were calculated based on normalized IP amounts, and m^6^A methylation levels were calculated as the percentage of modification in the input according to normalized intensities. Raw data from the microarray analysis were deposited in the database of Gene Expression Omnibus (No. GSE213362). The associations between circRNA m^6^A methylation and expression levels were conducted by the intersection of the current m^6^A microarray data and the expression profile of circRNAs in OIR retinas in accordance with a previous study by our research group 16.

### Methylated RNA immunoprecipitation-qPCR

Methylated RNA immunoprecipitation (MeRIP)-qPCR analysis was conducted to validate the microarray data. SuperScript^TM^ III Reverse Transcriptase (Invitrogen) was used to synthesize the first-strand cDNA from IP RNA, and the system of QuantStudio^TM^ 5 Real‑Time PCR (Applied Biosystems, Foster City, CA, USA) with 2X PCR master mix (Arraystar) was used to conduct RT-qPCR. The IP fraction in the input was calculated as MERIP/input (%) as described in Xing et al. 23. Data are presented as means ± SEM. Primer sequences are displayed in Table 1.

### Bioinformatics analyses

Analyses of gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) were used to reveal the functional annotation and the pathways involved. The network of circRNA-miRNA-mRNA was constructed under the competing endogenous RNA (ceRNA) hypothesis.

### Statistical analysis

The differences between the two groups were compared by Student's t-test. Significant differences in m^6^A-methylated circRNAs between the two groups in microarray analyses were determined by fold change ≥ 1.5 and *p* < 0.05. For MeRIP-qPCR data, *p* < 0.05 was deemed to indicate statistical significance.

## Results

### OIR alters the profile of m^6^A methylation levels in circRNAs

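Retinas from mice with oxygen-induced retinopathy (OIR), kept in 75% oxygen from postnatal day 7 to day 12 and then in room air, and from room air (RA) controls were collected on day 17, with 4 retinas from 2 mice pooled in each sample and 3 samples in each group. Each sample was hybridized to one 2-colour array, with the RNA bound by the anti-m6A antibody (IP) labeled with Cy5 and the unbound supernatant (Sup) labeled with Cy3, and the dyes were not exchanged between the fractions on any array. The authors deposited the scanner output of each array as intensities that were not yet normalized between arrays. Of the 14236 circRNA probes, 51.3% to 74.5% were well above background in the IP channel and 51.3% to 75.4% in the Sup channel. The median background-subtracted IP intensity of circRNA probes was 15.7, 13.7 and 6.18 on the RA arrays and 6.18, 8.72 and 7.55 on the OIR arrays. The number of arrays limits the precision of every comparison. Each channel was scaled to the mean log2 intensity of the spike-in probes, values under 1 were set to 1, and the methylation level of a circRNA was taken as normalized IP over the sum of normalized IP and Sup. The 10480 circRNAs well above background in at least 1 channel on at least 3 arrays were compared between the groups with limma on log2 levels. The files list circRNAs by the array's probe identifiers and do not pair these with circRNA names or host genes.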

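At a fold change of at least 1.5 and an unadjusted p under 0.05 in limma, 527 circRNAs differed in methylation level between the groups, of which 133 were hyper-methylated and 394 were hypo-methylated in the OIR group. After Benjamini-Hochberg adjustment over the 10480 circRNAs, 0 were below 0.05 in limma and the smallest adjusted p was 0.408, while 781 had an unadjusted p under 0.05 where 524 were to be met by chance. The methods' t-test on the same log2 levels gave 331 circRNAs at the fold change and p of the methods, 79 hyper-methylated and 252 hypo-methylated, and 0 after Benjamini-Hochberg adjustment. Without background correction, the setting that with normexp correction moved the count most, 5 circRNAs passed. Both settings shrink changes in dim signals by construction. The split between directions rested in part on a single array, since without RA replicate 1 there were 353 hyper-methylated and 350 hypo-methylated circRNAs. Among the 5156 circRNAs well above background in both channels on all arrays, 2.19% were past the threshold, against 7.78% of the 5324 other circRNAs. The number of circRNAs past the threshold was 131, 149, 131, 78 and 38 in successive groups of 2096 from the dimmest to the brightest by mean signal.

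**Figure D1:**
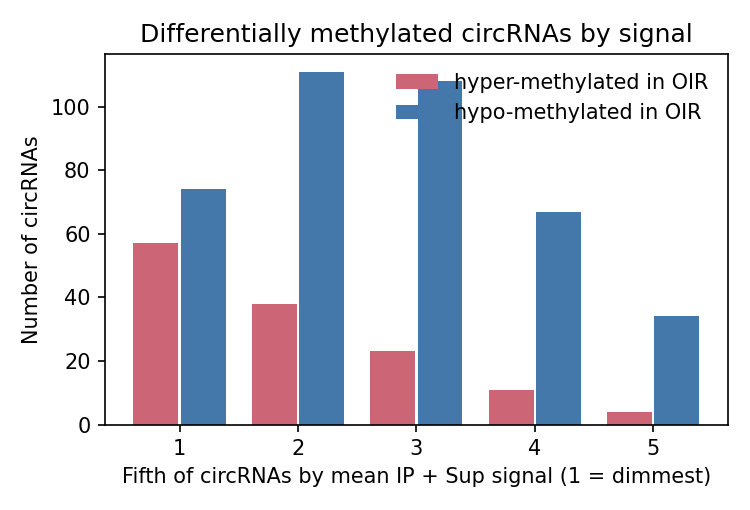
Number of hyper-methylated (red) and hypo-methylated (blue) circRNAs in the OIR group in each group of 2096 kept circRNAs, ordered from the dimmest to the brightest by mean IP plus Sup signal. In the brightest group, 4 circRNAs were hyper-methylated and 34 hypo-methylated.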

A total of 88 circRNAs were differentially modified by m^6^A methylation in the retinas of the OIR group and the control group, including 56 hyper-methylated circRNAs and 32 hypo-methylated circRNAs in the OIR group (Figure 1A-1C). The top ten hyper-methylated and hypo-methylated circRNAs are listed in Table 2.

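The circRNAs with the largest fold changes past the threshold and no overlap between the groups were dim in at least 1 channel, and they are given by probe identifier because the files do not pair identifiers with the names in Table 2. Probe ASCRP4000787 had a methylation level of 6.18% ± 1.49 (SD, n = 3) in the RA group and 19.8% ± 3.62 (SD, n = 3) in the OIR group. Its unadjusted p in limma was 0.000306 and its Benjamini-Hochberg adjusted p was 0.408. Probe ASCRP4006511 had a level of 3.27% ± 1.06 (SD, n = 3) in the RA group and 12.1% ± 8.79 (SD, n = 3) in the OIR group, with an adjusted p in limma of 0.579. The IP signal of both probes was not well above background on any array, so no fold change is given for them. Among hypo-methylated circRNAs, probe ASCRP4005052 had a level of 8.33% ± 4.40 (SD, n = 3) in the RA group and 2.17% ± 0.264 (SD, n = 3) in the OIR group, with an adjusted p in limma of 0.466. Its IP signal was well above background on all 3 RA arrays and on 0 OIR arrays, and with the lowest signal well above background on each OIR array in its place the level was at least 1.05-fold lower in the OIR group. Probe ASCRP4010200 had a level of 40.1% ± 22.1 (SD, n = 3) in the RA group and 10.3% ± 2.97 (SD, n = 3) in the OIR group, with an adjusted p in limma of 0.529. Its IP signal was well above background on 1 RA array and 0 OIR arrays and its Sup signal on 1 array of each group, so no fold change is given for it. Without background correction, a setting that shrinks changes in dim signals by construction, none of these 4 probes was past the threshold. Of the 527 circRNAs past the threshold, 259 had a channel that was not well above background on any array of a group. The paper states that m6A methylation of circRNAs was altered in OIR retinas, from the circRNAs past its threshold of fold change and p. It also reports MeRIP-qPCR of 4 selected circRNAs, with a significant change in 3 of them. That measurement was not analysed here, so the values above do not bear on it.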

### Associations between circRNA m^6^A methylation and expression levels

To investigate associations between circRNA expression and m^6^A methylation levels, circRNAs were intersected with altered m^6^A methylation and differentially expressed circRNAs by a previous study 16. Using a threshold of ≥ 1.5-fold change, four interaction modes were identified (Figure 2), including 4 hyper-methylated and upregulated circRNAs, 20 hyper‑methylated and downregulated circRNAs (6 circRNAs met the significance threshold of *p* < 0.05 in both methylation and expression), 2 hypo-methylated and upregulated circRNAs, and 24 hypo‑methylated and downregulated circRNAs (10 circRNAs met the significance threshold of *p* < 0.05 in both methylation and expression).

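In the methylation data alone, 1218 of the 10480 circRNAs had a mean level that differed by at least 1.5-fold between the groups, with no condition on p. Of these, 399 were higher and 819 lower in the OIR group. The expression data of the earlier study were not used here.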

### Predictions of involved functions and pathways in host genes of the altered m^6^A-modified circRNAs

By GO enrichment analyses, host genes of the enriched hyper‑methylated circRNAs were involved in cellular process, cellular anatomical entity, and protein binding (Figure 3A). Those of the enriched hypo-methylated circRNAs were involved in the regulation of cellular biosynthetic process, the nucleus, and binding (Figure 3B). KEGG analyses identified only three pathways, with host genes of hyper-methylated circRNAs involved in selenocompound metabolism and salivary secretion (Figure 3C), and those of hypo-methylated circRNAs involved in lysine degradation (Figure 3D).

### Verification of altered methylation levels by MeRIP-qPCR

m^6^A methylation levels of four selected circRNAs assessed via MeRIP-qPCR are shown in Figure 4. The m^6^A methylation levels of mmu_circRNA_33363 and mmu_circRNA_002816 significantly decreased in OIR group, and m^6^A methylation level of mmu_circRNA_009692 was significantly increased (*p* < 0.05). The m^6^A methylation level of mmu_circRNA_27462 was slightly downregulated, but of no statistical significance (*p* > 0.05). The downward trend was consistent with the microarray analysis.

### ceRNA analysis and further predictions

To further unravel the mechanisms of the above-described circRNAs, a circRNA-miRNA-mRNA network was constructed under ceRNA hypothesis. The network was composed of 272 nodes (3 circRNAs, 185 miRNAs, and 84 mRNAs) and 2697 edges (2613 directed edges and 84 undirected edges) (Figure 5). Based on the involved mRNAs, GO analysis identified the top enriched terms, including “cellular process”, “cellular anatomical entity”, and “binding” (Figure 6A). KEGG pathway analysis identified the top pathways involved, including mismatch repair, DNA replication, and homologous recombination (Figure 6B).

## Discussion

M^6^A modification, as an essential epigenetic regulator, has been suggested to involve in vision function and pathogenesis of ophthalmic diseases 24. Recently, with the wide application of high-throughput sequencing technologies, there is accumulating evidence that crosstalk between m^6^A modifications and circRNAs contributes to multifaceted physiological and pathological processes 25, 26. Therefore, a better understanding of m^6^A-modified circRNAs in the pathogenesis of retinal neovascularization is warranted.

The current study revealed the epitranscriptomic profile of m^6^A-modified circRNAs in OIR retinas. A total of 88 circRNAs with significantly altered m^6^A modifications were identified (Figure 1). The study also identified enriched biological functions via GO analysis, and the pathways involved via KEGG analysis, based on the host genes of hyper-methylated and hypo-methylated circRNAs (Figure 3). These data and predictions shed light on the potential functions of m^6^A modifications in circRNA regulation of retinal neovascularization. For example, “lysine degradation” was an enriched pathway of the host genes of hypo-methylated circRNAs. Dong et al. 27 demonstrated the presence and involvement of acrolein-lysine adduct in fibrovascular membrane in PDR patients. In our previous study, lysine was significantly upregulated in retinal tissues of mice with OIR 28. Lysine degradation occurs mainly via saccharopine formation and the pipecolic acid pathway, and involves interaction with subcellular compartmentalization and enzyme deficiencies 29. However, the specific roles of lysine degradation and the mechanisms involved require further investigation.

It has been suggested that understanding ceRNA crosstalk provides extraordinarily essential views of the regulatory roles of circRNAs 30. A recent study indicated that m^6^A modification promotes the capability of binding of circALG1—an overexpressed circRNA in colorectal cancer—to miR-342-5p, enhancing ceRNA regulation, which may facilitate the development of a novel therapeutic method targeting colorectal cancer 31. Li et al. 32 reported that m^6^A‑dependent upregulation of circMETTL3 aggravated breast cancer progression by acting as a ceRNA via the circMETTL3/miR-31-5p/CDK1 axis. In the current study, MeRIP-qPCR results indicated significant alteration of m^6^A methylation levels of mmu_circRNA_33363, mmu_circRNA_002816, and mmu_circRNA_009692 (Figure 4). Therefore, a circRNA-miRNA-mRNA network was constructed under hypothesis of ceRNA based on these three validated circRNAs (Figure 5). GO analysis based on the 84 mRNAs involved showed that the majority of the enriched genes were involved in cellular process, cellular anatomical entity, and binding (Figure 6A); indicating the potential importance of m^6^A-modified circRNAs in retinal neovascularization. Recent studies showed the involvement of RNA editing modifications in retinal and vascular pathogenesis 33, 34, which indicated that the differential edited genes were enriched in pathways associated with angiogenesis, inflammation and apoptosis. It is also interesting to conduct the integrated analysis of multi-omics of the m^6^A methylation with other kinds of RNA modifications to further explore the cellular mechanisms in ischemia-induced retinopathy.

In summary, the present study investigated the m^6^A modification alterations of circRNAs in the retinas of OIR. The possible relevant functions and pathways were also predicted by bioinformatics analyses. These provide novel insight into the involvement of m^6^A methylation in circRNA regulatory functions in OIR. Further investigations are needed to reveal the m^6^A epitranscriptomic profiles of circRNAs in clinical samples from retinal neovascular diseases, and to identify the specific roles of these m^6^A-modified circRNAs in the pathological process of ischemia-induced retinal neovascularization.

## Figures and Tables

**Figure 1:**
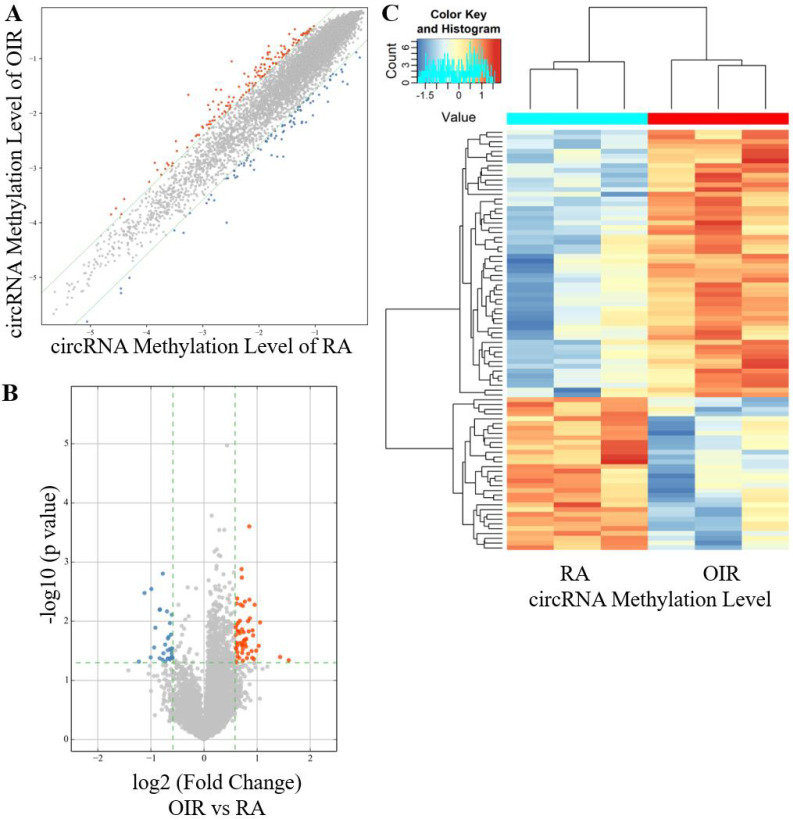
** CircRNA m^6^A methylation levels in retinas of OIR and room air control groups. (A)** Scatter plot showing correlation distribution of circRNA m^6^A methylation level in OIR mice and room air (RA) controls. The red and blue dots represent the hyper- and hypo-methylated circRNAs. The gray lines indicate the default alteration of 1.5-fold. **(B)** Volcano plot showing significantly hyper-methylated and hypo-methylated circRNAs in OIR retinas compared to RA controls. The red and blue dots represent the hyper- and hypo-methylated circRNAs with statistical significance (fold change ≥ 1.5 and *p* < 0.05). **(C)** Heatmap of hierarchical clustering showing differentially methylated circRNAs in OIR retinas compared to RA controls (*n* = 3 per group).

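Across the 10480 circRNAs, the mean log2 methylation levels of the RA and OIR groups correlated with a Pearson's r of 0.957 and a Spearman's rho of 0.959, a relation across circRNAs, which are not independent replicates. The groups' mean levels lay within 1.5-fold of each other for 88.4% of circRNAs. The median level on an array was 31.2%, 26.5% and 27.0% in the RA group and 26.0%, 24.6% and 30.4% in the OIR group. The difference between the groups in median log2 level, -0.066, was within the spread between arrays (two-sided exact permutation test, p = 0.5, where 0.1 is the smallest p that 3 arrays against 3 allow).

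**Figure D2:**
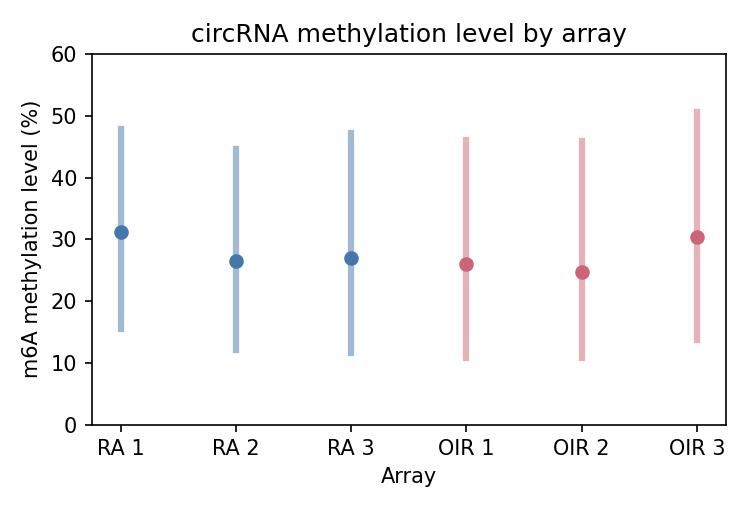
Methylation level of the kept circRNAs on each array, in percent, with the median as a point and the range from the lower to the upper quartile as a bar, for RA (blue) and OIR (red). The medians of the groups overlap, from 26.5% to 31.2% in RA and from 24.6% to 30.4% in OIR.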

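With no condition on the fold change, 240 circRNAs were higher and 541 were lower in the OIR group at an unadjusted p under 0.05 in limma. The smallest unadjusted p was 6.93e-05.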

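Over all kept circRNAs, the log2 methylation levels of pairs of arrays correlated with r between 0.871 and 0.936 across circRNAs. The mean correlation was 0.909 within groups and 0.899 between groups, and 2 of the 10 splits of the arrays into 3 and 3 gave a difference as large. Average-linkage clustering on these correlations joined OIR replicate 1 with the 3 RA arrays and set OIR replicates 2 and 3 apart. On the 527 circRNAs past the threshold alone, which were chosen for their difference between the groups, the same clustering separated the 3 RA from the 3 OIR arrays.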

**Figure 2:**
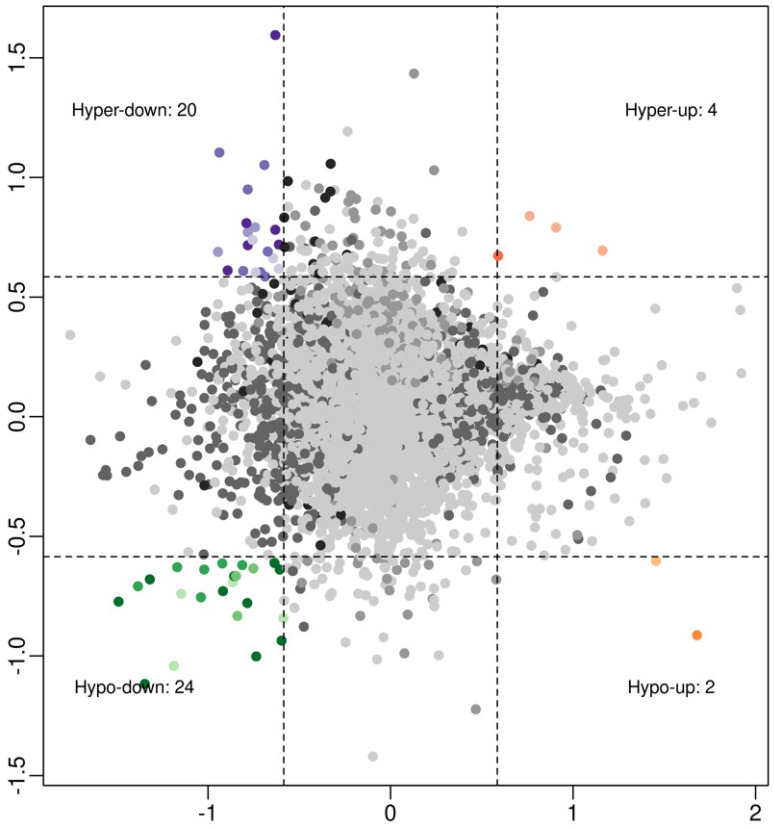
Association analysis of circRNA m^6^A methylation levels and expressions in OIR retinas: 4 hyper-up circRNAs, 20 hyper-down circRNAs, 2 hypo-up circRNAs, and 24 hypo-down circRNAs (fold change ≥ 1.5).

**Figure 3:**
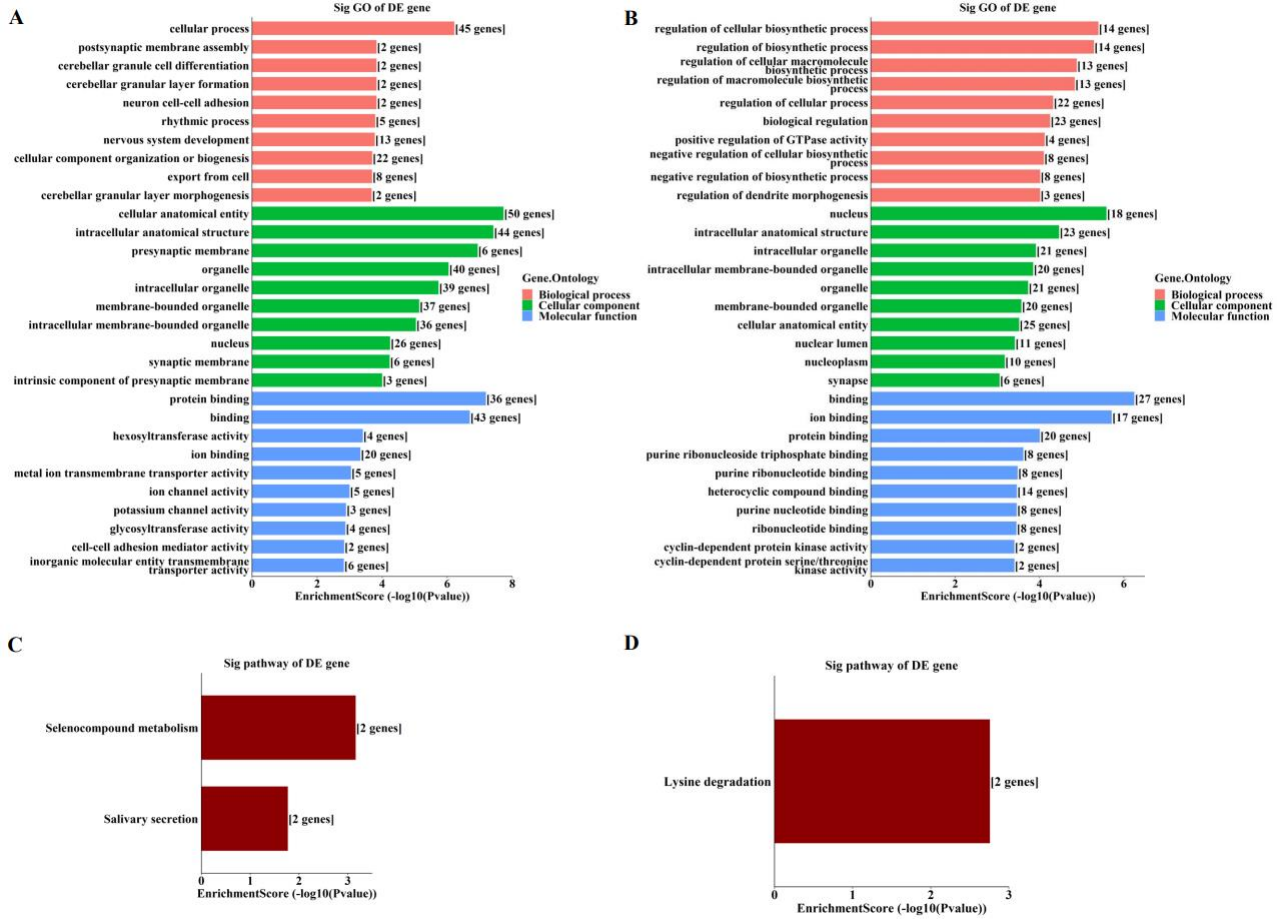
** Enrichment analyses of host genes of significantly altered m^6^A-modified circRNAs in OIR retinas. (A, B)** GO analysis of host genes of significantly hyper-methylated (A) and hypo-methylated (B) circRNAs. **(C, D)** KEGG analysis of host genes of significantly hyper-methylated (C) and hypo-methylated (D) circRNAs. The bar plots display the top enrichment scores of the significant enrichment terms.

**Figure 4:**
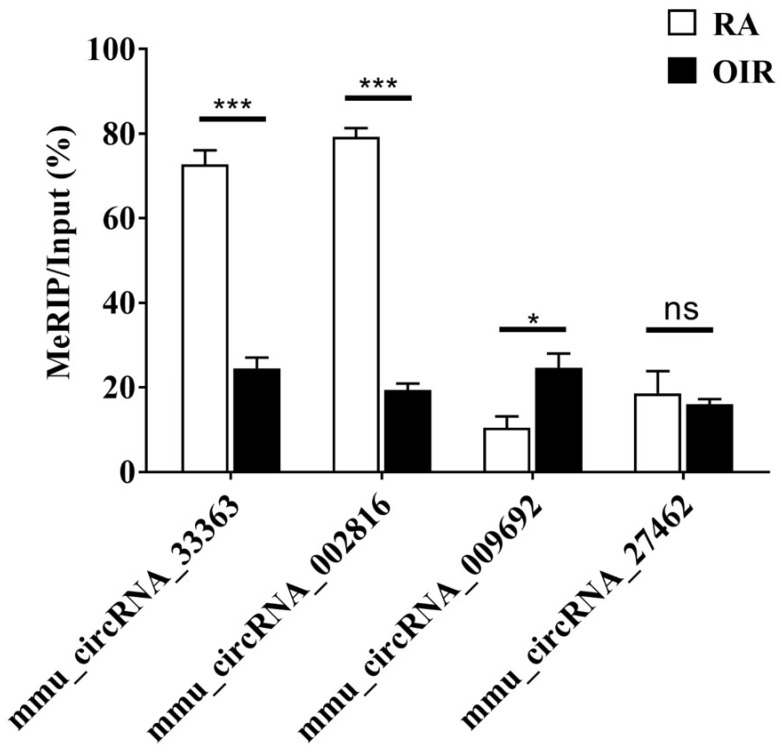
M^6^A methylation levels of mmu_circRNA_33363, mmu_circRNA_002816, mmu_circRNA_009692, and mmu_circRNA_27462 determined by MeRIP-qPCR. The data were presented as mean ± SEM (*n* = 3 per group). *p < 0.05; ***p < 0.001; ns, not significant.

**Figure 5:**
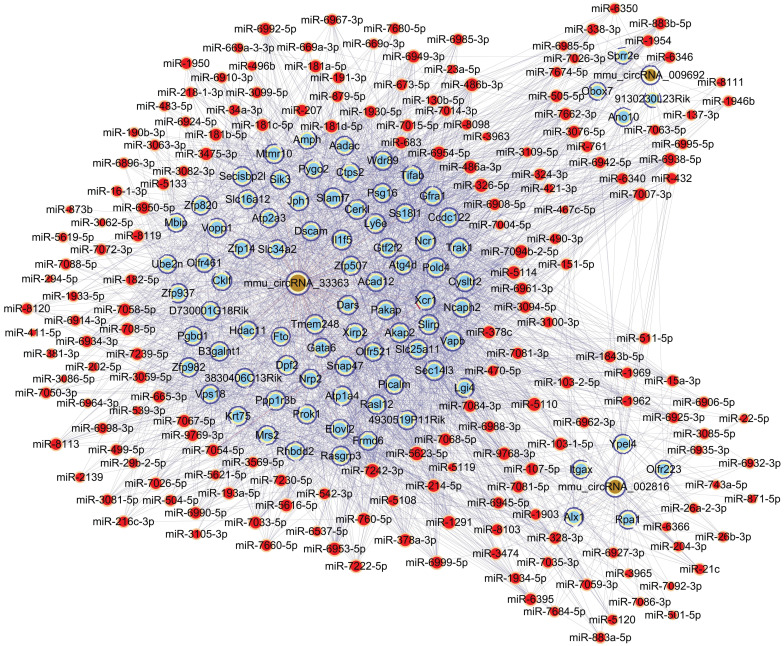
Construction of the circRNA-miRNA-mRNA network under ceRNA hypothesis based on three validated circRNAs with significantly altered m^6^A methylation levels. Light blue nodes represent mRNAs, red nodes represent miRNAs, and brown nodes represent circRNAs with significantly altered m^6^A methylation levels. Edges with T-shaped arrows and those without arrows indicate directed and undirected relationships, respectively.

**Figure 6:**
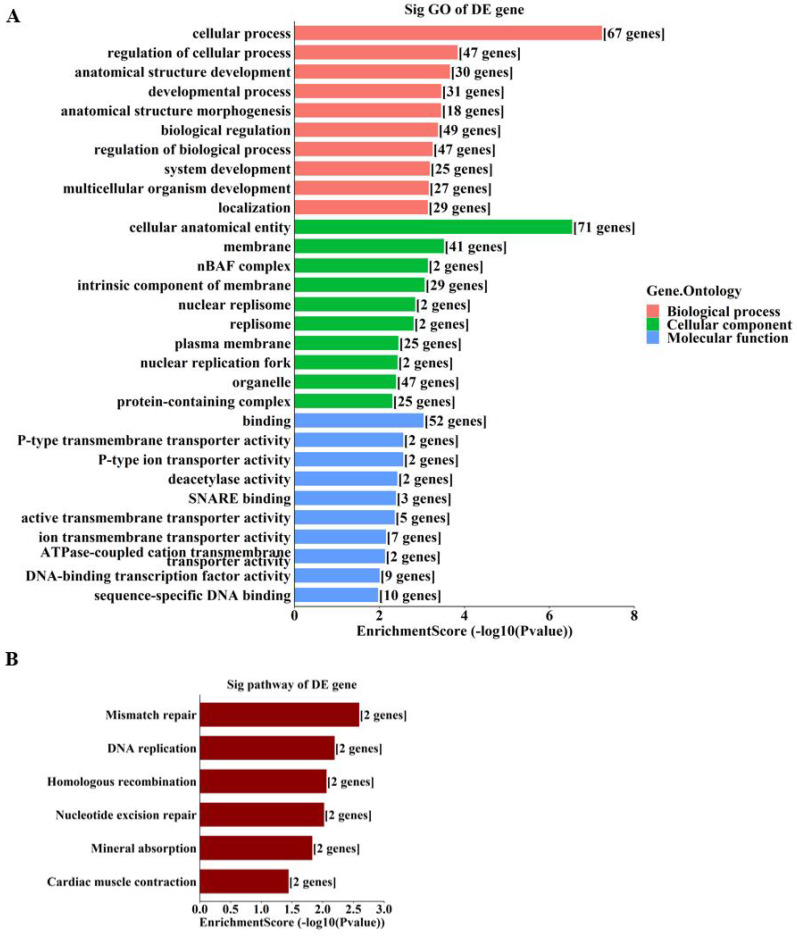
** Enrichment analyses of involved genes from the ceRNA network. A.** GO analysis of involved genes from the ceRNA network. **B.** KEGG analysis of involved genes from the ceRNA network. The bar plots display the top enrichment scores of the significant enrichment terms.

**Table 1:** Primer sequences of the circRNAs validated by MeRIP-qPCR

CircRNA	Forward/reverse primers	Tm (°C)	Product length (bp)
mmu_circRNA_33363	F: 5' GTGATCTCAGTATTCAAAGGTGT 3' R: 5' CTCATGGTTTCCTATGGTATT 3'	60	191
mmu_circRNA_002816	F: 5' AGAAGCCCATAAGTAAACAAGG 3' R: 5' AAAATTCTCCACTTTATCCGTT 3'	60	88
mmu_circRNA_009692	F: 5' CAAACCTCACAAAGCACAATATC 3' R: 5' CGAAGAACCTGAACCTGCTG 3'	60	73
mmu_circRNA_27462	F: 5' ATCCGAAGACTCTGTGAAACTGT 3' R: 5' CTTGTTTACTTATGGGCTTCTTCA 3'	60	126

**Table 2:** Top 10 hyper-methylated and hypo-methylated circRNAs in OIR retinas

CircRNA	Regulation	Fold change	*p* value	Chrom	CircRNA type
mmu_circRNA_002170	hyper	3.020529	0.045852	15	intergenic
mmu_circRNA_007369	hyper	2.701580	0.040396	15	exonic
mmu_circRNA_42751	hyper	2.079537	0.010493	8	sense overlapping
mmu_circRNA_40551	hyper	2.040813	0.026124	6	exonic
mmu_circRNA_29908	hyper	1.977367	0.031570	16	exonic
mmu_circRNA_42252	hyper	1.935942	0.005281	7	exonic
mmu_circRNA_43770	hyper	1.918786	0.043799	9	intronic
mmu_circRNA_32467	hyper	1.898660	0.017431	19	exonic
mmu_circRNA_010066	hyper	1.884827	0.014267	2	exonic
mmu_circRNA_38600	hyper	1.877949	0.041738	5	exonic
mmu_circRNA_21859	hypo	2.340441	0.048265	10	intronic
mmu_circRNA_33363	hypo	2.174187	0.003338	2	exonic
mmu_circRNA_33864	hypo	2.007061	0.041051	2	exonic
mmu_circRNA_22928	hypo	1.989066	0.002853	11	exonic
mmu_circRNA_26912	hypo	1.916923	0.027862	13	exonic
mmu_circRNA_19661	hypo	1.887089	0.012903	1	exonic
mmu_circRNA_35922	hypo	1.784253	0.042428	3	exonic
mmu_circRNA_19595	hypo	1.784158	0.006434	1	exonic
mmu_circRNA_26987	hypo	1.777264	0.006297	13	exonic
mmu_circRNA_27462	hypo	1.718866	0.044697	14	exonic

How the deposited data were processed for this re-analysis (not part of the article)

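The data are 6 arrays of mouse retina, 3 from the OIR group and 3 from RA controls, each hybridized with the IP fraction in Cy5 and the Sup fraction in Cy3. The authors scanned the arrays and deposited the intensity of each of 15710 spots as written by Agilent Feature Extraction 11.0.1.1, with the background-subtracted, median, background and processed intensities and the flags of each spot. The deposited flags mark whether a spot is well above background, saturated or an outlier. No circRNA or other spot was saturated (0 spots), and outlier spots were left out. The files hold median but not mean foreground intensities, so the alternatives without background subtraction by the scanner software used the median. The normexp alternative added an offset of 50 to each channel. An offset, or background left in, shrinks changes in dim signals by construction. The processed signals were used without spike-in scaling or other scaling between arrays.

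The methods normalize IP and Sup intensities by the mean log2 intensity of spike-in RNAs. The 102 probes whose names read as spike-ins were taken for these, which is an inference from the probe names. Each channel of each array was scaled to their mean, values under 1 were set to 1, and the level was normalized IP over normalized IP plus Sup. The m6A quantity was taken as normalized IP and the abundance as normalized IP plus Sup. The paper's text does not name a filter on dim circRNAs, and the 10480 of 14236 circRNA probes well above background in at least 1 channel on at least 3 arrays were kept. Of these, 49.2% were well above background in both channels on all arrays. Background subtraction leaves dim signals near 0, where small differences give large fold changes.

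Groups were compared on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), at the methods' fold change of 1.5 and p of 0.05 and after Benjamini-Hochberg adjustment. The test named in the methods was run on the same values. Array medians were compared by a two-sided exact permutation test. On simulated data with the means and spreads of 10430 circRNAs, of which 200 were changed by 2-fold, limma recovered 149 at the methods' threshold and 0 after Benjamini-Hochberg adjustment, and it also called 423 unchanged circRNAs. The simulated noise was independent between channels and circRNAs, with no variation shared by both channels or across an array. These numbers therefore need not hold for the real arrays.

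Circular RNAs named in the text were to be those the paper names for these arrays and the 5 hyper- and 5 hypo-methylated ones with the largest fold change past the threshold and no overlap between the groups. The files do not pair probe identifiers with circRNA names, so the circRNAs of Table 2 and of the MeRIP-qPCR were not analysed here, nor were host genes, and only the leading 2 identifiers in each direction are given. The direction of the Table 2 circRNAs, which was among the planned results, was not computed.

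The design, the groups and most alternatives were set before the data were examined. The alternatives were other normalizations, background corrections, filters, scales and tests, the replicate number or the scan as a block, and each array left out. Some details of the main setting were settled after exploratory counts had been seen, namely the use of all spike-in spots with the floor of 1 rather than only bright ones, and the omission of outlier spots. The use of bright spike-in spots alone and a covariate for the spike-in ratio were added after the data were seen. Also after the data were seen, 4480 combinations of intensity, normalization, scale and test were searched for probes with the fold changes and p-values of Table 2, to learn which probes they were. No combination matched more than 2 of the 20 circRNAs within a summed difference of 0.002 in log2 fold change and log10 p, and no setting from that search was used for any other value.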

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

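The comparisons of m6A quantity and abundance and their alternative scalings were set before the data were examined, and the tests of explanations, with the splits, were chosen after the results had been seen. The methods define the m6A quantity of a circRNA, but the paper reports no change in it and takes expression from another study, so the normalized IP signal and the sum of IP and Sup signals of these arrays were compared as data the paper did not analyse. In limma, 1710 circRNAs differed in m6A quantity at a fold change of at least 1.5 and an unadjusted p under 0.05, 90 higher and 1620 lower in OIR, with 7 past Benjamini-Hochberg adjustment. That number was 0 with the replicate number or the scan day as a block, with any array left out, after median centring or loess and under both other background corrections, and it was 91 with both channels well above background on all arrays, 87 with trend and robust estimation and 49 from the processed signals. In abundance, 1354 differed, 68 higher and 1286 lower, with 0 past adjustment and 1869 at an unadjusted p under 0.05, and limma with trend and robust estimation gave 1 past adjustment. From the processed signals, which were not scaled to the spike-ins or between arrays, 779 were past adjustment. With each array left out in turn, more circRNAs were lower than higher in both measures. The split was least one-sided without RA replicate 1, with 290 higher and 1026 lower in quantity and 324 and 1243 in abundance. The median log2 change in quantity then ranged from -0.30 to -0.082, the last without RA replicate 1. In abundance it ranged from -0.28 to -0.15, the last without OIR replicate 3.

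The fall was present without spike-in normalization, with 4 circRNAs higher and 1174 lower in m6A quantity and 21 and 722 in abundance. The processed signals, also without spike-in normalization, gave 17 and 2595 in quantity and 15 and 3314 in abundance. Without background correction there were 4 and 284 in quantity and 2 and 255 in abundance, and after normexp correction 0 and 69 in quantity and 2 and 115 in abundance. Both of these background settings shrink changes in dim signals by construction. The median change in abundance was -0.23 on the log2 scale with spike-in normalization, -0.42 without it, -0.44 from the processed signals, -0.13 without background correction and -0.077 after normexp correction. After median centring, 955 circRNAs were higher and 857 lower in m6A quantity and 573 higher and 513 lower in abundance, and loess with Aquantile gave 605 and 806 in quantity and 467 and 455 in abundance. These last settings remove a common shift by construction, so they do not decide whether the fall is real.

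One factor for the whole array, such as the amount of spike-in or of RNA, would move every probe well above the floor and background by the same log2 amount. Dim and bright circRNAs changed by different amounts. Dim circRNAs are also moved by the floor of 1, background left after subtraction and the filter, so this does not decide against such a factor. On each array, the median deviation of the 2096 dimmest circRNAs minus that of the 2096 brightest was 0.18 ± 0.0985 (SD, n = 3) in RA and -0.082 ± 0.0678 (SD, n = 3) in OIR, a change of -0.26 with every RA array above every OIR array (two-sided exact permutation test, p = 0.1, the smallest possible here). The 25 linear-transcript probes well above background in at least 1 channel on all arrays showed no such fall in their median. Their median change was 0.0058, with 12 of the 25 lower in OIR, and the median circRNA change minus theirs was -0.24, with a 95% bootstrap interval over the linear probes of -0.34 to -0.065, which leaves out the spread between arrays. Per array that difference was 0.12 ± 0.121 (SD, n = 3) in RA and -0.12 ± 0.0956 (SD, n = 3) in OIR, and the lowest RA array, at -0.019, and the highest OIR array, at -0.020, were nearly equal. The linear probes and the circRNAs were not filtered alike, since circRNAs were kept when well above background on at least 3 arrays. The circRNAs well above background in both channels on all arrays changed by a median of -0.12 in abundance. Part of the difference from the linear probes may therefore come from the filter. The RNase R step removes linear RNA, to an extent not known for each sample. The linear probes are thus no neutral reference, and their difference from the circRNAs does not decide the question. The bright circRNA control probes of the array changed by -0.43, with every RA array above every OIR array, which goes with a common factor. The 2096 brightest circRNAs changed by a median of only -0.066, which goes the other way. A common factor stays open, and these values do not settle how much of the fall it accounts for.

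A response that depends on brightness stays open. The median change in abundance was -0.36 among the 2096 dimmest circRNAs and -0.066 among the 2096 brightest, a difference of -0.29, which goes with it, but the bright circRNA control probes of the array also changed, by -0.43, which goes against it. Chance cannot be excluded: of the 10 splits of the arrays into 3 and 3, 1 gave as many circRNAs in quantity and 1 in abundance, the real split itself, and 10 splits are too few to go lower. The highest of the other splits gave 620 circRNAs in quantity and 790 in abundance. A biological difference between OIR and RA retinas was not tested apart from these and stays open as well.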

How the results depend on the processing

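The tests and settings in this part were set before the data were examined, with the following exceptions. Bright spike-in spots alone and the spike-in ratio as a covariate were added later. In the main setting, the use of all spike-in spots with the floor of 1 and the omission of outlier spots were settled after exploratory counts had been seen. No circRNA passed Benjamini-Hochberg adjustment for the methylation level under any of the 25 settings run, limma and Student tests included, with a smallest adjusted p between 0.135 and 1.00, while 527 passed the methods' threshold and 781 an unadjusted p under 0.05 in limma.

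The number of differentially methylated circRNAs, 527 (133 hyper- and 394 hypo-methylated, 25.2% hyper-methylated), was 257 without spike-in normalization (51 and 206), 329 after loess and Aquantile (134 and 195, 40.7% hyper-methylated), 318 from the processed signals (140 and 178, 44.0%), 5 after normexp background correction (3 and 2), 5 without background correction (3 and 2), 131 with both channels well above background on all arrays (18 and 113, 13.7%), 337 on the linear level (87 and 250), 331 by the Student test on log2 levels (79 and 252) and 299 by that test on linear levels (66 and 233). Median centring gave 407 (147 and 260, 36.1%), no filter 703 (277 and 426, 39.4%) and the log2 ratio of IP to Sup 697 (230 and 467). The stricter filter tests fewer circRNAs. Normexp correction, with its offset of 50, and no background correction shrink changes in dim signals by construction. The processed signals also lacked spike-in normalization. Otherwise the cause of these changes was not tested. Limma with trend and robust estimation gave 478, bright spike-in spots 456 and the spike-in ratio as a covariate 582. Of the 527, 212 were also past the threshold without spike-in normalization, 230 after loess and 5 without background correction.

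With each array left out in turn, the total ranged from 471 to 703, the hyper-methylated from 93 to 353, and the hypo-methylated from 313 to 601. The share of hyper-methylated circRNAs ranged from 13.5% without OIR replicate 3 to 50.2% without RA replicate 1, so the direction of the majority rests in part on RA replicate 1.

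The shift in median level, -0.066 on the log2 scale, was reversed after normexp correction (0.0039) and with no filter (0.025), and ranged from -0.15 to 0.0081 with each array left out, the last without RA replicate 1. It was not past the test's threshold under any setting, which 3 arrays against 3 cannot reach.

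The number of circRNAs with changed m6A quantity, 1710, was 69 after normexp correction, 288 without background correction, 2612 from the processed signals, 761 with both channels well above background and 1121 by the Student test (10 past adjustment), and ranged from 1316 to 1793 with each array left out. The number with changed abundance, 1354, was 743 without spike-in normalization, 117 after normexp correction, 257 without background correction, 3329 from the processed signals (779 past adjustment), 356 with both channels well above background, 847 by the Student test (1 past adjustment) and 2072 with bright spike-in spots, and ranged from 829 without RA replicate 2 to 1883 without OIR replicate 2. Normexp correction and no background correction shrink changes in dim signals by construction, and the processed signals lacked spike-in normalization. Otherwise the cause was not tested.

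The arrays share replicate numbers between the groups. The deviations of same-numbered arrays from their group means correlated across circRNAs at -0.17, -0.013 and -0.03. These values give no sign that the numbers pair the samples, but they cannot exclude it. RA replicate 3 and OIR replicate 3 shared a scan day apart from the other arrays. With the replicate block, 556 circRNAs were past the threshold (133 and 423), 1711 in m6A quantity and 1489 in abundance. In m6A quantity 0 passed adjustment with that block, against 7 without it. With the scan day as a block there were 558, and with the scan as a random block 596.

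The 4 probes named by identifier kept their direction under every setting that tested them. Probe ASCRP4006511 was no longer past the threshold under 10 of 23 alternatives, ASCRP4010200 under 7, ASCRP4005052 under 4 and ASCRP4000787 under 2. Signal over background limits these values, since 49.1% of the circRNAs past the threshold had a channel not well above background on any array of a group. The direction of the Table 2 circRNAs was not run under any setting.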

Differences from the paper's values

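The paper reports 88 differentially methylated circRNAs, and the value here was 527 by limma and 331 by the Student test that the methods name. Of the alternatives set before the data were examined, requiring both channels well above background on all arrays (131) came within 1.5 times of the paper's value, and the others did not. The paper reports 56 hyper-methylated circRNAs against 133 here. No spike-in normalization (51) and the Student test on log2 levels (79) or linear levels (66) came within 1.5 times of it, and the others did not. The paper reports 32 hypo-methylated circRNAs against 394 here, and no alternative came within 1.5 times. In Table 2 of the paper, the tenth largest fold change of a hypo-methylated circRNA is 1.718866, and here it was 3.31. Loess and Aquantile (2.46), the processed signals (2.33) and both channels well above background (1.90) came within 1.5 times, and the other alternatives that gave 10 such circRNAs did not. Fold changes here include circRNAs with a dim channel.

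The paper gives more hyper- than hypo-methylated circRNAs, in its text and its volcano plot. Here 25.2% of those past the threshold were hyper-methylated. The alternatives with more hyper- than hypo-methylated circRNAs were normexp correction (3 and 2), no background correction (3 and 2) and leaving out RA replicate 1 (353 and 350).

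After the values had been seen, 4480 further combinations of intensity, normalization, scale and test were searched without a filter. No combination (0) gave the paper's counts in both directions, and 18 came within 1.5 times of the total and of both directions. These used the array's own control probes, the linear-transcript probes, or 1 or 2 of the spike-in probes for normalization. In 1622 of the combinations there were more hyper- than hypo-methylated circRNAs. None of them is in the paper's methods as worded, and none was used here. The search had no filter on dim circRNAs, and no setting run joined the Student test to the stricter filter. It therefore does not show that the paper's counts cannot be reached.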

Other observations

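The tests in this part were chosen after the results had been seen, apart from the settings with loess and with an array left out. For the number of differentially methylated circRNAs, 2 of the 10 splits of the arrays into 3 and 3, the real one included, gave at least 527, so chance cannot be excluded. The other splits gave 173 to 784, with a median of 303. The split with 784 set RA replicate 1 and OIR replicates 2 and 3 against RA replicates 2 and 3 and OIR replicate 1. These were the 3 arrays with the highest spike-in log2 ratio of IP to Sup, at least 0.94 against at most 0.87. With that ratio as a covariate, the real groups gave 582 circRNAs. The lowest ratio (0.21) was that of OIR replicate 1, whose grid label reads 100 for red and 90 for green, taken here as scan settings. The labels of RA replicates 1 and 2 and OIR replicate 2 read 100 for both, and those of RA replicate 3 and OIR replicate 3 give no such numbers.

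Hypo-methylated circRNAs outnumbered hyper-methylated ones. A dim channel may add calls but is not the whole cause of the excess, because 85.8% of the calls among circRNAs well above background in both channels on all arrays were hypo-methylated, against 71.7% among the others. The scaling of the channels stays open: after loess and Aquantile 59.3% were hypo-methylated, but that setting centres the ratios by construction. Chance cannot be excluded either, since 4 of the 10 splits had as lopsided a share of one direction. Without RA replicate 1 the excess was gone, with 353 hyper- and 350 hypo-methylated circRNAs.

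The arrays' own abundance was set against the methylation level at 1.5-fold, with no condition on p. There were 2 hyper-methylated circRNAs with higher abundance, 226 hyper-methylated with lower abundance, 44 hypo-methylated with higher abundance and 195 hypo-methylated with lower abundance. With an unadjusted p under 0.05 in limma for both, the numbers were 0, 57, 8 and 62. Level and abundance come from the same IP and Sup signals, so they are not independent, and the paper's comparison used expression from another study.

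The arrays also hold 50 probes for linear transcripts, each printed as 10 spots, of which 46 matched a gene symbol through their accession in the RefSeq annotation of mouse assembly GRCm38.p6. After the RNase R step of the protocol, 25 were well above background in at least 1 channel on all arrays and 18 in both channels. The sum of IP and Sup signals differed between the groups for 1 of the 50 after Benjamini-Hochberg adjustment in limma, the probe for Ppara, which was singled out after its values were seen. Its log2 signal was 4.41 ± 0.104 (SD, n = 3) in RA and 2.51 ± 0.402 (SD, n = 3) in OIR. Its adjusted p in limma over the 50 probes was 0.00209. Its IP signal was well above background on 10 of 10 spots of each RA array and on 1, 5 and 2 spots of the OIR arrays. Its Sup signal was well above background on 0, 9 and 1 spots of the RA arrays and on 0 spots of every OIR array, so the level in OIR was mostly not measured and the size of the change is not known. The direction held under every scaling and background correction run, with a change from -2.05 without spike-in normalization to -0.18 after normexp correction. Normexp correction shrinks changes in dim signals by construction.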
